# Toxic effects of decabromodiphenyl ether (BDE-209) on human embryonic kidney cells

**DOI:** 10.3389/fgene.2014.00118

**Published:** 2014-05-06

**Authors:** Min Li, Zhenping Liu, Liang Gu, Rong Yin, Huarong Li, Xiaobai Zhang, Tongcheng Cao, Cizhong Jiang

**Keywords:** PBDE, BDE-209, HEK293T, gene expression, toxicity, nucleosome, carcinogenicity

## Abstract

Polybrominated diphenyl ethers (PBDEs) are widely used as flame-retardant additives in consumer and household products and can escape into the environment over time. PBDEs have become a global environmental organic pollutant due to the properties of persistence, toxicity, and bioaccumulation. The well-studied toxic effects of PBDEs mainly include thyroid hormone disruption and neurotoxicity. There is no consistent conclusions on the carcinogenic potential of PBDEs to date. Here, we explored the toxic effects of BDE-209 on human embryonic kidney cells (HEK293T). The comparison of the gene expression profiles of HEK293T cells with BDE-209 treatment and the negative control found that BDE-209 exposure may alter nucleosome organization through significantly changing the expression of histone gene clusters. The remodeled chromatin structure could further disturb systemic lupus erythematosus as one of the toxic effects of BDE-209. Additionally, gene sets of different cancer modules are positively correlated with BDE-209 exposure. This suggests that BDE-209 has carcinogenic potential for a variety of tumors. Collectively, BDE-209 has a broader toxicity not limited to disruption of thyroid hormone-related biological processes. Notably, the toxic effects of BDE-209 dissolved in dimethyl sulfoxide (DMSO) is not the simply additive effects of BDE-209 and DMSO alone.

## Introduction

Polybrominated diphenyl ethers (PBDEs) are a major type of brominated flame retardants. PBDEs have been widely used in a variety of consumer and household products to delay the ignition of materials (Birnbaum et al., 2003; Hale et al., 2003). The previous study reported that PBDEs in the household goods could leach into the environment (Kim et al., 2006). It has been reported that PBDEs were detected in house dust samples (Stapleton et al., 2005). Because of its persistence, toxicity, and bioaccumulative nature, PBDEs have become global environmental contaminants (Costa and Giordano, 2007; Tseng et al., 2008). PBDE residues have been detected in serum, breast milk, and adipose tissue from individuals (Birnbaum et al., 2003; McDonald, 2005). Moreover, concentrations of PBDEs in human and animal bodies are increasing (McDonald, 2002).

The toxic effects of PBDEs can lead to thyroid hormone disruption, neurobehavioral toxicity, and cancer. The chemical structure of PBDEs is very similar to that of the thyroid hormones (TH), 3,3′,5-triiodothyronine (T3) and 3,3′,5,5′-tetraiodothyronine (T4). The metabolites of PBDEs compete with thyroid hormones to bind to thyroid hormone receptors (TR) (Marsh et al., 1998)and thyroid hormone transport proteins (Meerts et al., 2000). As a consequence, PBDEs disrupt TH homeostasis. The T4 level was decreased in rats and mice following oral administration of PBDEs (Fowles et al., 1994; Darnerud and Sinjari, 1996). Another possible mechanism of thyroid hormone disruption is that PBDEs could induce different families of liver enzymes (Von Meyerinck et al., 1990; Fowles et al., 1994; Zhou et al., 2001). Thus, PBDEs may alter many signal transduction pathways regaled by TH at multiple levels. For example, PBDEs significantly suppressed Purkinje cell dendrite arborization by disrupting TR-mediated transcription (Ibhazehiebo et al., 2011).

Studies showed that PBDE exposure exerted neurotoxicity. TH regulates the development of the nervous system at multiple levels, including proliferation of neuronal and glial cells, cytoskeletal assembly and stability essential for migration and neuronal outgrowth (Porterfield, 2000). Therefore, the normal TH levels are critical for proper brain development (Porterfield and Hendrich, 1993; Morreale De Escobar et al., 2000). Transthyretin, the TH transport protein, functions in delivering TH to the fetus from the mother during gestation (Brouwer et al., 1998). As introduced above, TH could compete with TH for transthyretin and cause TH imbalance that could adversely affect brain development. A study of neurobehavioral effects of PBDEs found that abnormal TH level in the mother usually results in reduced intelligence in progeny (Morreale De Escobar et al., 2000). More studies showed that newborns exposed in PBDEs developed learning and motor deficits as they grew older (Eriksson et al., 1998, 1999; McDonald, 2002).

There is evidence indicating the carcinogenic potential of the fully brominated deca-BDE (NTP, 1986). The national toxicology program (NTP) found clear correlation between PBDE dose increase and liver neoplastic nodules in rats. The program study also showed the increased acinar cell adenoma of the pancreas in male rats treated with high-dose PBDEs. In contrast, only marginal increases in liver and thyroid tumors were observed to be related to deca-BDE. Interestingly, another earlier bioassay in rats with much lower dose of deca-BDE did not found statistically significant increases in tumors (Kociba et al., 1975). The lower molecular weight PBDEs (tri- to hexa-BDEs) are more bioaccumulative than deca-BDE. Unfortunately, there is only limited data regarding carcinogenicity of these more bioaccumulative PBDEs. Therefore, more studies should be undertaken to understand the carcinogenic potential of PBDEs.

In this study, we employed the high-throughput technology RNA-seq to profile the global gene expression of human embryonic kidney cells (HEK293T) cultured in the normal medium, and the medium added with DMSO (the solvent) and with BDE-209 dissolved in DMSO. Pairwise comparisons identified significantly expressed genes between each two samples. The functional analysis of these genes found that BDE-209 exposure may alter nucleosome arrangement through changing the expression of histone gene clusters. In addition to this, BDE-209 exposure could increase the risk for tumorigenesis of a number of tumors. Our results also found that the total toxic effects of BDE-209 dissolved in DMSO led to a more complex toxic effects than the additive effects of BDE-209 and DMSO alone.

## Materials and methods

### Cell culture and BDE-209 treatment

We cultured human embryonic kidney 293 cells (HEK293T) at 37°C in 5% CO_2_ as adherent monolayer in Dulbecco modified Eagle medium (DMEM) (Hyclone) that was supplemented with L-glutamine and 10% fetal bovine serum (FBS) (Hyclone). BDE-209 was dissolved in the dimethyl sulfoxide (DMSO) and added to the culture medium. The final concentration of BDE-209 and DMSO is 10^−6^ and 10^−3^ M, respectively. The negative control is the HEK293T cells cultured in the normal medium. The DMSO treatment sample is the HEK293T cells cultured in the medium added with DMSO. The BDE-209 treatment sample is the HEK293T cells cultured in the medium added with BDE-209 dissolved in DMSO. All samples were cultured for 48 h.

### RNA-seq experiment

We extracted the total RNA w from each sample using Trizol reagent (Invitrogen) according to the manufacturer's instructions. Then, BGI-Shenzhen (the sequencing service provider) enriched the mRNA by polyA tail, prepared the library, and did the sequencing using Illumina HiSeq2000. Sequencing method was 49 bp single-end reads. RNA-seq data can be accessed through GEO database under accession number GSE56361.

### Bioinformatics analysis

RNA-seq reads were aligned to the hg19 genome with SOAPaligner-v2.21 (Li et al., 2009), allowing maximal two mismatches per read. Only the uniquely mapped reads were retained for further analysis in this study. Gene and genome coverage analysis were calculated by SOAPcoverage. For each transcript, Reads Per Kilobase per Million mapped reads (RPKM) were calculated to evaluate the expression level. The gene expression change was estimated using NOISeq (Tarazona et al., 2011). Genes with two or more fold expression change and NOISeq *q*-value ≥ 0.6 were defined as the differentially expressed (DE) genes. Gene ontology (GO) and pathway analysis for DE genes were performed using the tool DAVID (Huang Da et al., 2009a,b). Gene Set Enrichment Analysis (Mootha et al., 2003; Subramanian et al., 2005) was performed using the gene sets of oncogenic signature (C6) and computational gene sets (C4)—cancer modules from cancer-oriented microarray data, BDE-209 or DMSO treatment as the phenotype data, the expression profiles as the data set. Metric for ranking genes was set to Diff_of_classes. Other parameters used default values. All the gene sets were curated by MSigDB database v4.0.

## Results

### Gene expression profiling of human embryonic kidney cell HEK293T with BDE-209 treatment

In order to explore the effects of PBDEs on gene expression in HEK293T cell, we employed RNA-seq technology to obtain the global gene expression profiles of HEK293T cell treated with BDE-209 of environmental relevant concentration (10^−6^ M). We also generated transcriptomic profiles of HEK293T cell treated with the solvent DMSO (10^−3^ M) and normal medium as negative control, respectively. 

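HEK293T is a human embryonic kidney line that carries the SV40 large T antigen. The 3 samples were cells kept for 48 h in medium with 1 µM BDE-209 and 1 mM DMSO, in medium with 1 mM DMSO, and in normal medium (the negative control). Each condition had 1 sample, so no difference between samples has a replicate check. PolyA-enriched RNA was sequenced as single-end reads of 49 bases, and the authors aligned the reads to hg19, kept the uniquely mapped ones and deposited 1 RPKM value (reads scaled to transcript length and to the mapped reads of the sample) for each RefSeq transcript with at least 1 read. The values added up to 525033.9 RPKM in the BDE-209 sample, 529809.5 in the DMSO sample and 534350.6 in the negative control. In total, 25443 transcripts had a value in at least 1 sample, of which 22811 were protein-coding and 2632 non-coding by the prefix of their identifier, and 21028 had a value in all 3 samples. A transcript absent from a sample was taken as 0 RPKM. Read counts were not in the files analysed here. The RPKM values rise in plain steps of 1 read, so the number of mapped reads behind each sample was recovered from the steps, and with it the smallest whole number of reads that each transcript's values allow. On simulated samples, 92.03% of transcripts had every read count recovered and 0% had a count above the true one, so the counts are lower bounds. The files carry transcript identifiers and no gene symbols, and isoforms of 1 gene are counted separately, so all numbers below refer to transcripts. NOISeq's simulation mode was written out again, with zero replaced by 0.5 RPKM and no further normalization, and a transcript was called at a NOISeq probability of at least 0.6 and a fold change of at least 2, the thresholds of the paper. This probability rests on noise simulated within each sample by drawing 20% of its RPKM total, as if RPKM values were counts. It is therefore not the counting noise of the reads at this depth. An exact binomial test of the recovered read counts was added beside it.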

Pairwise comparison of the gene expression profiles of the three samples will allow us not only to analyze the impacts of BDE-209 and DMSO alone on gene expression but also the additive effects of two organic chemicals. More than 86% of reads were mapped to the reference genome (Table S1). 

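Table S1 of the paper lists 8242126 clean reads for BDE-209, of which 86.9% mapped and 75.53% mapped uniquely. For DMSO it lists 8229244 clean reads, with 86.61% mapped and 75.27% uniquely mapped. The negative control had 8547485 clean reads, of which 86.87% mapped and 75.55% mapped uniquely. The deposited RPKM values are scaled to fewer reads than the uniquely mapped ones. The totals recovered from the steps of the values are 4676792 reads for BDE-209, 4782044 for DMSO and 4843624 for the negative control, which are 75.1%, 77.2% and 75.0% of the uniquely mapped reads of Table S1. On a transcript of 1 kb, 1 read then corresponds to 0.2138 RPKM in the BDE-209 sample, 0.2091 in the DMSO sample and 0.2065 in the negative control. A floor of 3 reads was set for this depth, that is 0.6415, 0.6273 and 0.6194 RPKM on such a transcript. It is not a tested detection limit, and the numbers below also include transcripts with fewer reads.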

The percentage of N (ambiguous nucleotide) at each read position is extremely low (Figure S1). RNA integrity examination showed no obvious degradation. 

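A limit on the coverage given by the reads behind the RPKM values can be computed, because the share of a transcript that its reads can cover is at most the number of reads times the read length of 49 bases, divided by the transcript's length. Counted this way, at most 50.0% of the 25443 transcripts in the files could be covered over more than 60% of their length in the BDE-209 sample, 50.3% in the DMSO sample and 50.4% in the negative control (no replicates). Of the transcripts detected in each sample, the limit was 54.9%, 55.4% and 55.3%, and of the protein-coding transcripts it was 52.1%, 52.4% and 52.5%. With reads placed at random along the transcripts, the expected share of all transcripts was 44.8% for BDE-209, 45.0% for DMSO and 45.2% for the negative control. With the reads scaled up to the uniquely mapped reads of Table S1, a setting chosen after seeing the data, the limits for all transcripts were 53.5%, 53.3% and 53.9%. The paper computed coverage per annotated gene from the alignments, which are not in the files analysed here, so these limits do not apply to its values. From its coverage values, the paper concludes that the reads reach a high gene coverage.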

Moreover, the sequencing reads reach a high gene coverage such that more than 60% of the annotated genes have a coverage rate higher than 60% (Figure 1). 

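Transcripts with at least 1 read numbered 23154 in the BDE-209 sample, 23089 in the DMSO sample and 23200 in the negative control. With RPKM of at least 1 as the limit, these numbers were 15573, 15514 and 15611. The median RPKM of detected transcripts was 3.791, 3.795 and 3.738, and the median number of reads behind a detected transcript was 44, 45 and 46. Between 1 and 9 reads lay behind 31.5% of the detected transcripts in the BDE-209 sample, 31.1% in the DMSO sample and 31.0% in the negative control, and a single read behind 2479, 2350 and 2470 transcripts. Across transcripts, which are not independent replicates, Spearman's rho between samples was 0.9707 for BDE-209 and DMSO, 0.9721 for DMSO and the negative control, and 0.9714 for BDE-209 and the negative control. The Pearson correlation of log2 RPKM, with 0.5 added, was 0.9894, 0.9897 and 0.9894 for the same pairs. From mapping rate, RNA integrity and coverage, the paper concludes that the profiles represent the expressed genes and their levels.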

Taken together, our sequencing data well represent expressed genes and reflect the expression level of genes.

**Figure 1:**
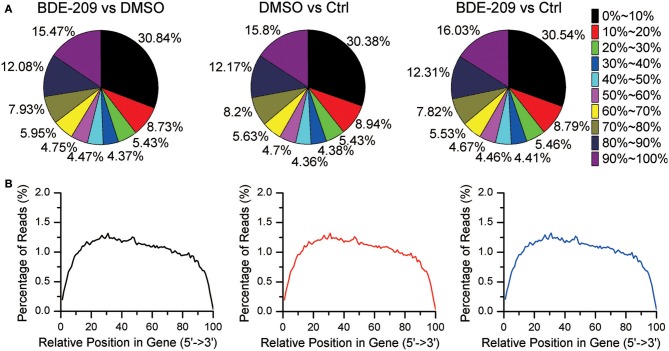
**Gene coverage and RNA integrity of RNA sequencing data. (A)** Gene coverage is the proportion of a gene region covered by RNA-seq reads and binned with an interval of 10%. Each gene belongs to one of the bin. **(B)** Distribution of RNA-seq reads along gene bodies.

### BDE-209 exposure leading to perturbation in nucleosome organization

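In the BDE-209 and DMSO samples, 24608 transcripts were compared. A fold change of at least 2 was found for 4538 of them. These include ratios set by the 0.5 RPKM put in for zero, which can have the wrong sign. NM_000015, for example, had 1 read with BDE-209 and none with DMSO, yet a log2 ratio of -1.62. Of the 4538, 724 also had a NOISeq probability of at least 0.6, with 402 higher and 322 lower in BDE-209 (no replicates). The called transcripts were expressed at a low level. The median of the larger RPKM value was 1.55, the median difference 1.02 RPKM, and the median of the larger read count 8. Fewer than 10 reads in both samples lay behind 419 of them (57.9%), no read in 1 of the samples behind 145, and 278 were non-coding. In the exact binomial test, 143 of the 724 (19.8%) had an unadjusted p-value under 0.05. After Benjamini-Hochberg adjustment over all transcripts, 40 transcripts had an adjusted p-value under 0.05 (14 when the expected split followed the recovered totals in place of Table S1), and at either split 1 of these also changed at least 2-fold. It had 50 reads with BDE-209 and 16 with DMSO, a log2 ratio of 1.676 without any addition to RPKM, with a 95% Clopper-Pearson interval from 0.840 to 2.59 (exact binomial test, adjusted p = 0.0298). The largest increases by log2 ratio, with 0.5 added to each RPKM, were in NR_003004 (4.428), NR_002952 (4.094) and NR_003070 (4.0), which had 6, 5 and 2 reads with BDE-209 and no read with DMSO. The largest decreases were in NR_003035 (-4.054), NR_003056 (-3.621) and NR_002564 (-3.603), with 5, 2 and 2 reads with DMSO and no read with BDE-209. Their adjusted p-values in the exact binomial test were 0.903 for NR_003004 and 1 for the other five. The number of calls moved most upward without the probability threshold, to 4538, and most downward with the exact binomial test in place of NOISeq, to 1.

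**Figure D1:**
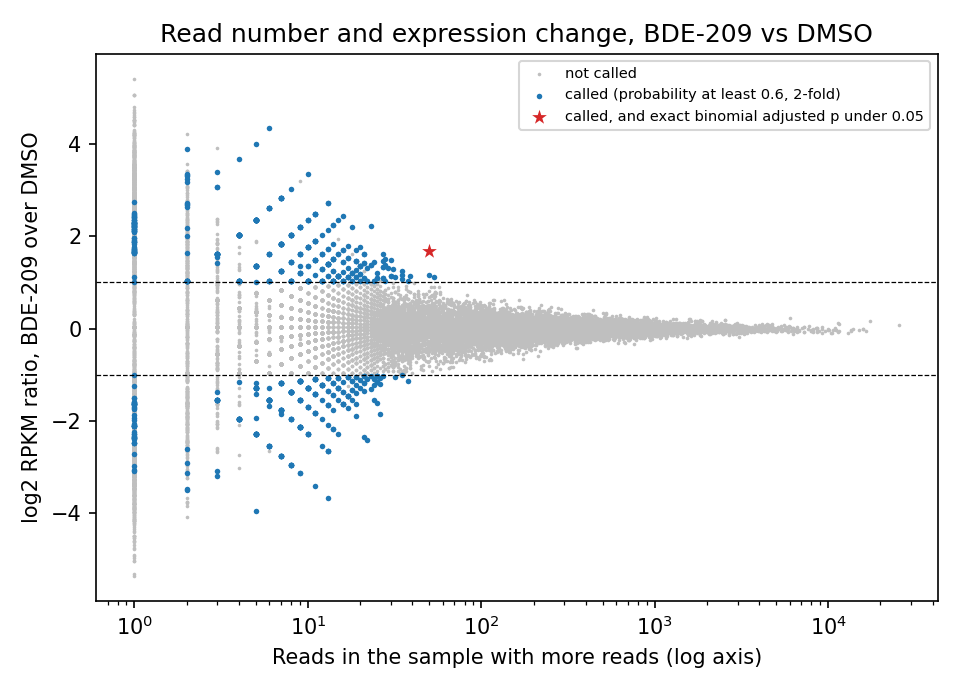
Each point is a transcript; the x axis is the number of reads in the sample with more reads (log axis) and the y axis the log2 RPKM ratio of BDE-209 over DMSO, with zero replaced by 0.5 RPKM and dashed lines at a 2-fold change. The 724 called transcripts (blue) lie at low read numbers, with a median of 8, and the red star is the 1 called transcript with an adjusted p-value under 0.05 in the exact binomial test.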

We compared the transcriptomic profiles between BDE and the solvent DMSO samples, and identified 94 statistically significantly differentially expressed genes, 62 up-regulated genes and 32 down-regulated genes (Table S2). The functional analysis of these genes found that they were enriched in nucleosome organization related biological process GO terms, including chromosome organization, nucleosome organization, DNA packaging, etc. Interestingly, these genes are also enriched in chromatin or nucleosome related cellular component GO terms, including chromosome part, nucleosome, etc. (Figure 2). The impacts on nucleosome organization could be largely due to the gene clusters encoding histones that were differentially expressed in the BDE-209 treatment (Table S2). 

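Table S2 of the paper gives 7 genes of the histone clusters among the 94 genes of Set III (7.4%), 7 among the 117 of Set I (6.0%) and 5 among the 96 of Set II (5.2%). The paper's q-values in Set III are 0.770215 for HIST1H2AC, 0.762042 for HIST1H2BN, 0.690383 for HIST1H2BD, HIST1H2BO and HIST1H4J, and 0.616462 for HIST1H2BH and HIST3H2BB. Of the 13 histone cluster genes in any set of the paper, 3 are in Set III only, 2 in Sets III and I and 2 in Sets III and II. The q-value is NOISeq's probability of a change, so larger values stand for stronger calls. The paper's lowest q-value, 0.616462, is shared by 70 of its 94 genes. The transcripts of the histone genes were not picked out, because no pairing of RefSeq identifiers with gene symbols was available. Therefore only the transcripts called between BDE-209 and DMSO as a whole are described here. Whether the recomputed probability is on the same scale as the paper's q-value was not tested, so the following values do not describe the histone genes. Probabilities from 0.6 to 0.65 belonged to 367 transcripts, which differed by a median of 0.698 RPKM with a median of 9 reads in the sample with more reads, and 61 of them had an unadjusted exact binomial p-value under 0.05. Probabilities from 0.65 to 0.8 belonged to 271 transcripts with a median difference of 1.62 RPKM and a median of 9 reads, and 70 of these had an unadjusted exact p-value under 0.05. The other 86 had probabilities of 0.8 or more, with a median difference of 3.48 RPKM and a median of 3 reads. Among these 86, 12 had an unadjusted exact binomial p-value under 0.05. From the enrichment of nucleosome-related GO terms among the genes of Set III, which was not computed here, the paper proposes that the histone gene clusters could account for much of the effect on nucleosome organization.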

Nucleosome occupancy controls the accessibility of DNA sequences and regulates the binding of transcription factors to their target sites. Thus, nucleosome positioning affects a variety of biological processes including DNA duplication, DNA repair, transcription, and more. This indicates that BDE-209 is likely an epigenetic factor regulating gene expression through nucleosome remodeling. Further analysis found that the differentially expressed genes were enriched in the pathway systemic lupus erythematosus (*p*-value = 1e-5.32). The KEGG pathway annotation shows that nucleosome and histone gene clusters are the upstream factors in the pathway systemic lupus erythematosus. Therefore, the perturbation of BDE-209 to systemic lupus erythematosus is likely attributed to the differentially expressed gene clusters encoding histones in the BDE-209 treatment (Table S2).

**Figure 2:**
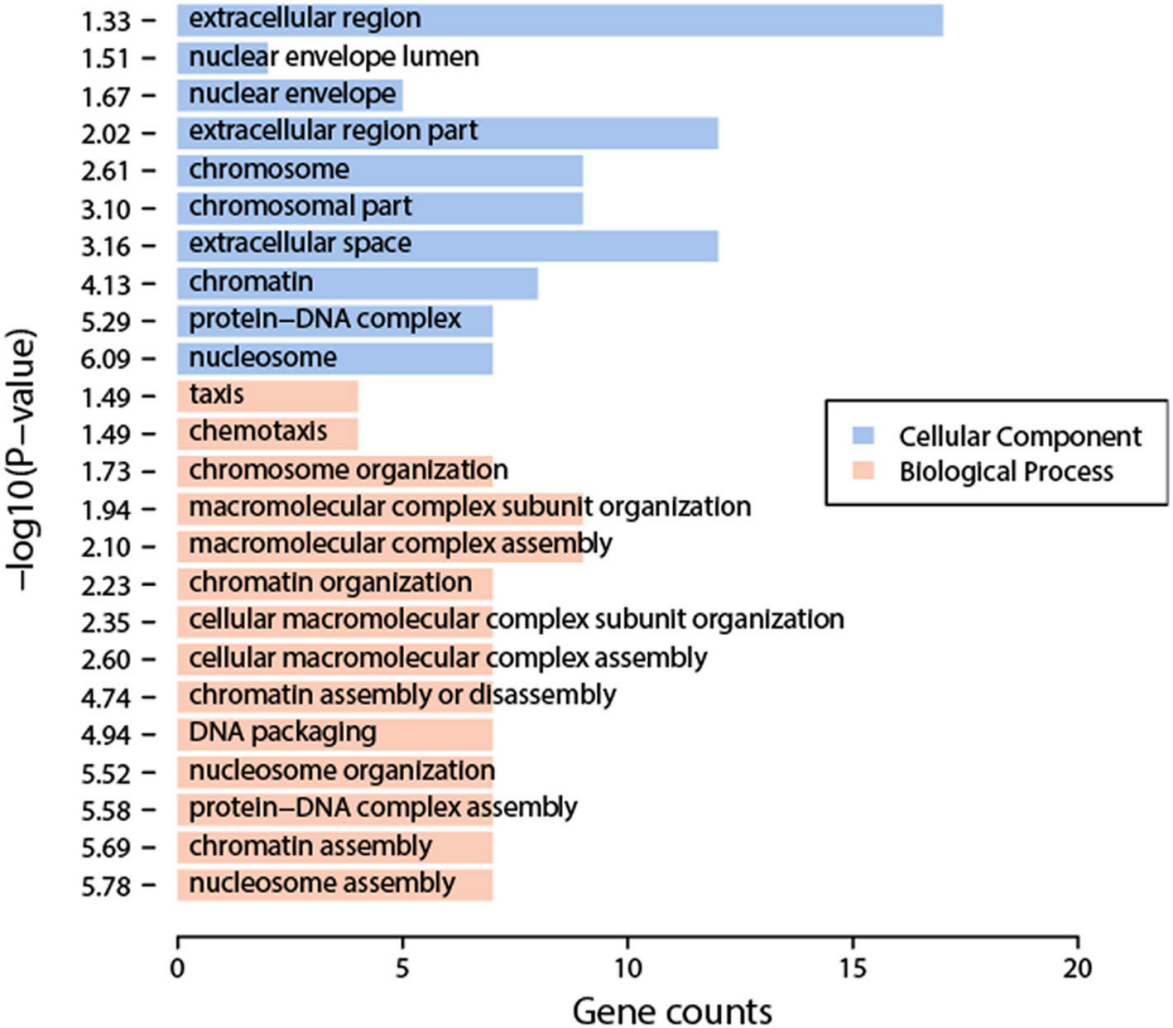
**Enriched GO terms of differentially expressed genes between BDE-209 and DMSO samples**. Biological process GO terms (pink bars) are mainly related to chromatin remodeling such as nucleosome organization, nucleosome assembly, DNA packaging, etc. Cellular component GO terms (blue bars) are also largely located in chromosome, nucleosome, etc.

### Effects of BDE-209 dissolved in DMSO on gene expression is not additive effects of BDE-209 and DMSO

DMSO is a colorless and odorless organosulfur compound that is an important organic solvent. It is also a toxic chemical. 

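Between the DMSO sample and the negative control, 24589 transcripts were compared, and 706 were called, 346 higher and 360 lower in DMSO (no replicates). The larger RPKM value of a called transcript had a median of 1.52 and the larger read count a median of 9. For 380 of the 706 (53.8%), both samples had fewer than 10 reads, and for 122 a sample had none. The exact binomial test gave 146 of the called transcripts (20.7%) an unadjusted p-value under 0.05. Over all transcripts, 188 had an adjusted p-value under 0.05 at the split of Table S1, of which 5 changed at least 2-fold, 1 upward and 4 downward, and all 4 of the latter were non-coding. At the split of the recovered totals, 99 had an adjusted p-value under 0.05, and 4 of these changed at least 2-fold. The largest decreases by log2 ratio were in the non-coding transcripts NR_027260, with 69 reads in DMSO against 1784 in the control (log2 ratio -4.66, 95% Clopper-Pearson interval -5.04 to -4.33), and NR_002715, with 85 against 1755 reads (-4.338, interval -4.68 to -4.03). Next came NR_000027 (-4.201), with no read in DMSO and 4 in the control. The largest increases were in NR_002564 (3.603), NR_003701 (3.364) and NR_000006 (3.293), each with 2 reads in DMSO and none in the control (exact binomial test, p = 0.479 for each). Raising the probability threshold to 0.8 left 81 transcripts, and NOISeq's default rpkm normalization left 49.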

Comparison of the gene expression profiles between DMSO and the negative control (normal medium only) samples identified 117 significantly differentially expressed genes (defined gene Set I hereinafter), 72 up-regulated genes and 45 down-regulated genes. 

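For BDE-209 dissolved in DMSO against the negative control, 705 of 24661 transcripts were called, 356 higher and 349 lower in BDE-209 (no replicates). Their larger RPKM value had a median of 1.54, and in 400 of them (56.7%) neither sample reached 10 reads. An unadjusted p-value under 0.05 in the exact binomial test was found for 143 (20.3%). After adjustment, 130 transcripts had a p-value under 0.05 (127 at the split of the recovered totals), and 7 of them changed at least 2-fold, 2 upward and 5 downward. Among the called transcripts, the log2 ratio was lowest in NR_000027 (-4.201, 0 against 4 reads), NR_027260 (-4.186, 94 against 1784 reads) and NR_002562 (-4.131, 0 against 3 reads). It was highest in NR_003701 (3.931), NR_004389 (3.793) and NR_002736 (3.499), with 3, 4 and 2 reads in BDE-209 and none in the control. Of these transcripts, only NR_027260 had a Clopper-Pearson interval that excluded 0, from -4.51 to -3.90. When transcripts under 1 RPKM in both samples were left out, 179 were called, and the exact binomial test in place of NOISeq left 7.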

Similarly, we obtained 96 significantly differentially expressed genes (defined gene Set II hereinafter) between BDE-209 dissolved in DMSO and the negative control samples, 54 up-regulated genes and 42 down-regulated genes. We defined the above identified 94 significantly differentially expressed genes between BDE-209 dissolved in DMSO and DMSO samples as gene Set III. 

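Among the called transcripts, Sets I and II shared 237, Sets I and III 241, and Sets II and III 259. Set I held 33.6% of Set II, Set III held 36.7% of Set II, and Set I held 33.3% of Set III. The paper's lists in Table S2 share 24 genes between Sets I and II, 21 between Sets I and III and 20 between Sets II and III. The directions of the shared transcripts differed between pairs of sets. Of the 241 transcripts in Sets I and III, 230 changed in opposite directions, that is, they were high or low in the DMSO sample relative to both other samples. Of the 237 in Sets I and II, 220 changed in the same direction, and so did 255 of the 259 in Sets II and III. Each pair of sets has a sample in common, whose values enter both comparisons. At a probability of at least 0.8, the shared numbers were 35, 30 and 39, and with fold change alone they rose to 2292, 2178 and 2249.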

There are only about 20 common genes (~25%) shared by each two of the gene sets, respectively (Figure 3). Gene Set III should represent the effect of BDE-209 alone on gene expression in principle. Gene Set II should reflect the combined effect of BDE-209 and DMSO. However, less than half genes of Set II overlapped with the union of gene Set I and III (Figure 3). 

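Of the 705 transcripts called in Set II, 464 were also in Set I or Set III, a share of 65.8% (95% Wilson interval 62.2 to 69.2%), and 241 were in Set II only. The paper's lists in Table S2 place 43 of 96 genes of Set II in the union, which is 44.8% (Wilson interval 35.2 to 54.7%). The share depended on the thresholds. It was 72.6% (69 of 95 transcripts) at a probability of at least 0.8 and 72.1% (129 of 179) with transcripts under 1 RPKM left out. Fold change without a probability gave the highest share, 90.3% (4095 of 4536). That setting includes ratios set by the 0.5 RPKM put in for zero.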

This suggests that BDE-209 dissolved in DMSO has a more pronounced effect than simply additive effects of BDE-209 and DMSO alone. 

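The 241 transcripts called only in Set II were examined in both steps, from the negative control to DMSO and from DMSO to BDE-209 dissolved in DMSO. On the log2 scale, with 0.5 added to each RPKM, the total change from control to BDE-209 is by arithmetic the sum of both steps in every transcript, whatever the samples hold. The median size of the total change was 0.843, which lies below a 2-fold change because adding 0.5 shrinks the ratios of transcripts with low RPKM. The step from control to DMSO had a median size of 0.430 and the step from DMSO to BDE-209 a median size of 0.428. In 231 of the 241 transcripts (95.9%), both steps went in the same direction as the total. In 62, at least 1 of the steps was itself 2-fold or more but did not reach a probability of 0.6. The remaining transcripts passed the 2-fold threshold only over both steps together. The 241 were selected as called over the total but in neither step, which favours steps of the same direction. The 95.9% therefore does not decide whether the effects are additive. No replicate is available to give the error of either step. From the genes of Set II outside the union, the paper proposes that the combined effect exceeds the added effects of BDE-209 and DMSO alone.

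**Figure D2:**
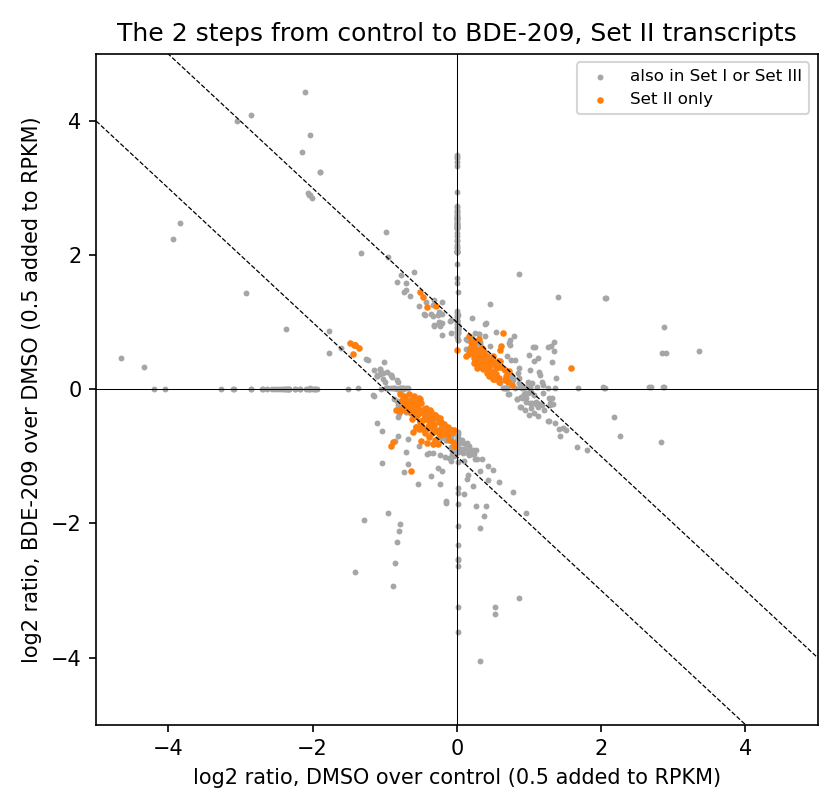
Each point is a Set II transcript; the x axis is the log2 ratio of DMSO over control and the y axis the log2 ratio of BDE-209 over DMSO, both with 0.5 added to RPKM, and the dashed lines mark a total 2-fold change on this scale, which lowers the ratios of the values used for calling. The 241 transcripts in Set II only (orange) lie mostly where both steps have the same sign, which their selection favours. The 464 that are also in Set I or Set III (grey) reach farther along 1 of the axes.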

Different solvents, for example, Tween 20 solution (Wang et al., 2011a), corn oil (Szabo et al., 2009), and ethanol (Ibhazehiebo et al., 2011), were used to dissolve PBDEs in studies of the effects on gene expression. This raises a caveat that one should set up an appropriate control to investigate the effect of a compound on gene expression.

**Figure 3:**
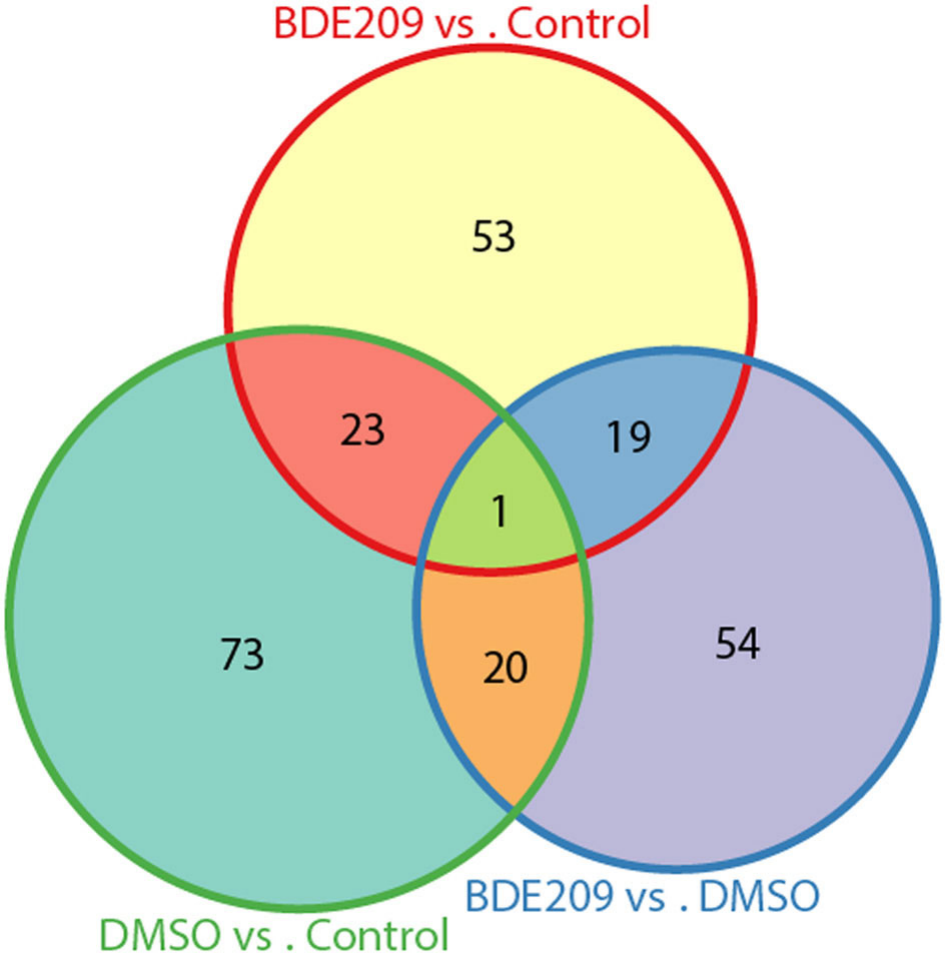
**Only small portion of genes are common among the three lists of differentially expressed genes from pairwise comparisons of the three samples**. The three lists of genes have only one gene in common. There are only about 20 common genes (~25%) shared by each two of the gene sets, respectively.

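Sets I, II and III of called transcripts had 32 transcripts in common. With a probability of at least 0.8 the number was 5, with transcripts under 1 RPKM left out it was 6, and with fold change alone it was 446. The gene common to the paper's lists is UBE2C, a protein-coding gene on the plus strand of chromosome 20 from 44441215 to 44445596 in hg19 (GRCh37). The paper's q-values for it are 0.765818 in Set I, 0.621835 in Set II and 0.616462 in Set III. Its transcripts were not identified here, because no pairing of RefSeq identifiers with gene symbols was available.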

### Carcinogenic potential of BDE-209

The standard 2-year rodent bioassays found dose-related increase in liver and thyroid tumors in both rats and mice with deca-BDE treatment (NTP, 1986). However, no statistically significant increases in tumors in an earlier bioassay in rats (Kociba et al., 1975). To fully test the carcinogenic potential effects of BDE-209 in HEK293T cells, we performed gene set enrichment analysis (GSEA) using all cancer-related gene sets curated by the molecular signatures database (MSigDB). The results show that the gene sets of two cancer modules (module 337 and 352) are positively correlated with BDE-209 treatment when compared with DMSO treatment (Figure 4). The gene sets of cancer modules were compiled from a large number of resources by mining published cancer-related microarray data (Segal et al., 2004). According to their functional annotation in MSigDB, the gene set of cancer module 337 play an important role in nucleotide metabolism. Their expression changes are involved in liver cancer, hematologic cancer and lung cancer. The gene set of cancer module 352 regulate nuclear pore complex. Their expression changes are correlated with hematologic cancer. The similar GSEA analysis found that gene sets of cancer modules 115 and 133 were enrichment in DMSO treatment when compared with the negative control (Figure 4). These gene sets have functions in prostate cancer, B lymphoma, and neurotumors. In contrast, the gene sets of cancer modules 150 and 320 are positively correlated with BDE-209 treatment when compared with the negative control (Figure 4). The gene sets of cancer modules 150 and 320 regulate translation elongation and M phase, respectively. The expression changes are related to various tumors, including prostate cancer, hematologic cancer, liver cancer, lung tumors, and B lymphoma. Taken together, BDE-209 exposure has carcinogenicity. Notably, there is no common gene sets among the gene sets positively correlated to each treatment. This implies that the carcinogenic potential of BDE-209 dissolved in DMSO is not simple additive potentials of BDE-209 and DMSO alone. It also suggests that one should take into account the dissolvent in the studies on the toxic effects of PBDEs.

**Figure 4:**
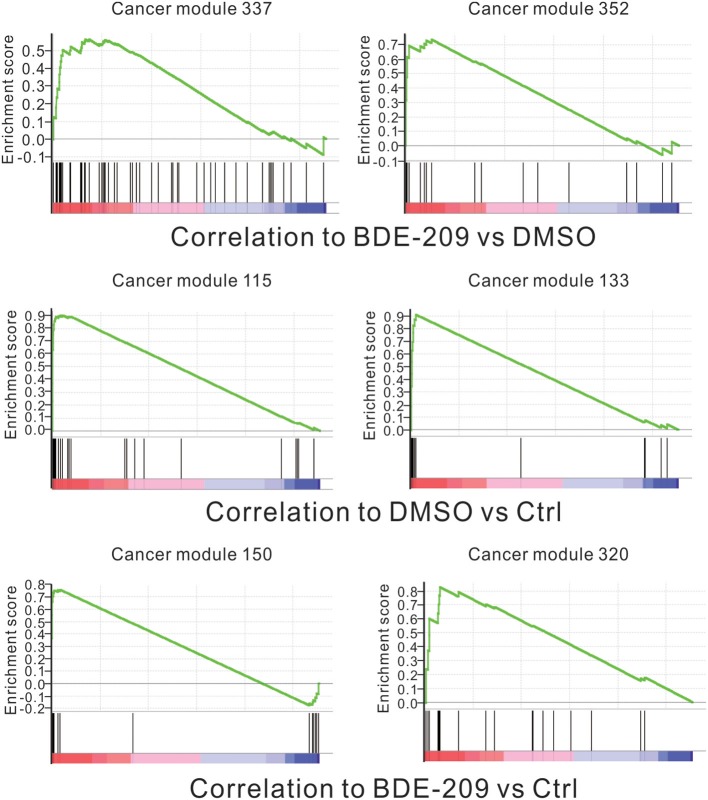
**Correlation between the enrichment of oncogenic signature genes and BDE-209 exposure**. Top panel: genes are ranked by the expression ratio of BDE-209 dissolved in DMSO sample over DMSO sample. The genes of cancer module 337 and 352 are positively correlated with BDE-209 exposure. Middle panel: genes are ranked by the expression ratio of DMSO sample over the negative control sample. The genes of cancer module 115 and 133 are positively correlated with DMSO treatment. Bottom panel: genes are ranked by the expression ratio of BDE-209 dissolved in DMSO sample over the negative control sample. The genes of cancer module 150 and 320 are positively correlated with BDE-209 exposure.

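The ranking was repeated on the RPKM values for 24608 transcripts, by the ratio (log2, with 0.5 added to each RPKM) and by the difference between BDE-209 and DMSO, the metric named in the methods. Spearman's rho between both rankings was 0.8138 across transcripts, which are not independent replicates. Only 3 of the 100 transcripts with the highest ratio were among the 100 with the largest difference. The median RPKM, averaged over both samples, was 1.15 at the top of the ratio ranking and 172 at the top of the difference ranking. The 5 transcripts with the largest positive difference were NM_001190470 (278.24 RPKM), NM_001190702 (156.29), NR_001564 (97.473), NM_001190706 (96.153) and NM_001199057 (84.51), whose log2 ratios lay between 0.03893 and 0.1686. At the other end were NM_002952 (-241.07 RPKM), NM_033643 (-105.34), NM_015414 (-95.196), NM_007209 (-93.07) and NM_001101 (-91.0), with log2 ratios between -0.1433 and -0.0717. The interval for NM_001190470, from 25660 and 24859 reads, was 0.0526 to 0.103 on the log2 scale (95% Clopper-Pearson). Such an interval covers counting noise but no variation between cultures. In the exact binomial test at the split of Table S1, the adjusted p-value of NM_001190470 was 0.406. Among the 5 largest positive differences, only NM_001199057 had an interval that included 0, from -0.00845 to 0.0863. These intervals use the recovered totals. At the split of Table S1, only NR_001564 of the 5 had an adjusted p-value under 0.05 in the exact binomial test (7.17e-09). Changing the 0.5 to 0.1 lowered rho to 0.7582. The members of the cancer modules were not in the files analysed here, so their enrichment was not computed.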

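For DMSO against the negative control, rho between the ratio and the difference rankings was 0.8193 across 24589 transcripts, and 1 of the 100 top transcripts was shared. The median RPKM was 1.06 at the top of the ratio ranking and 537 at the top of the difference ranking. The 5 largest positive differences belonged to NM_002952 (179.1 RPKM), NM_001033853 (137.08), NM_000967 (134.47), NM_001961 (99.9) and NM_182810 (98.892), with log2 ratios of at most 0.1787. The 5 largest negative differences were in NR_027260 (-1183.6 RPKM), NR_002715 (-1152.4), NR_003287 (-1075.9), NM_006597 (-293.35) and NM_153201 (-267.74). NM_006597 had 11112 reads in DMSO and 14489 in the control, a log2 ratio of -0.3642 (95% Clopper-Pearson interval -0.40 to -0.329), and NM_153201 had 7656 and 10111 reads, a log2 ratio of -0.3826 (-0.426 to -0.34). A pseudocount of 0.1 gave a rho of 0.7605.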

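The ratio and difference rankings of BDE-209 against the negative control had a rho of 0.8161 across 24661 transcripts and shared 1 of their 100 top transcripts. The positive end of the difference ranking held NR_001564 (188.61 RPKM), NM_213725 (134.58), NM_001190470 (114.06), NM_001003 (104.41) and NM_182810 (93.738). NR_001564 had 17411 reads in BDE-209 and 14483 in the control, a log2 ratio of 0.316 (95% Clopper-Pearson interval 0.284 to 0.348). The negative end held NR_027260 (-1164.6 RPKM), NR_002715 (-1136.7), NR_003287 (-1127.3), NM_006597 (-309.64) and NM_153201 (-268.27), the same 5 transcripts as for DMSO against the control. Leaving out transcripts under 1 RPKM in both samples raised rho to 0.8485, and a pseudocount of 0.1 lowered it to 0.7538.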

## Discussion

PBDEs consist of more than 200 possible congeners. The commercial use of PBDEs as flame-retardant additives is actual in a mixture of congeners that are slowly released over time. PBDEs with different levels of bromination possess distinct properties. The fully brominated deca-BDE congeners are likely one of the least bioactive PBDEs because they are relatively poorly absorbed, rapidly removed, and not bioaccumulative (Hooper and McDonald, 2000). In contrast, PBDE congeners with lower levels of bromination, tri- to hexa-BDES, are almost fully absorbed, slowly degraded, and highly bioaccumulative when compared with deca-BDEs. Therefore, an important consideration is treatment time when one attempts to investigate the bona fide toxicity of deca-BDE before its elimination. It was reported that, when exposed to sunlight, deca-BDE could be converted to congeners with lower levels of bromination and become bioactive (Watanabe and Tatsukawa, 1987; Soderstrom et al., 2004). Consequently, studies on the toxic effect of the lower molecular weight congeners can more closely represent that of PBDEs in environment than deca-BDEs. Additionally, one single PBDE congener is usually used in studies on toxicity of PBDEs. However, the actual toxic effects of PBDE congeners leached to the environment from the commercial mixture are much more complex than that in bioassays.

As noted earlier, many bioassays on the toxic effects of PBDEs mainly focused on disruption of TH homeostasis and TH-induced biological processes. In this study, we used a not TH-related human cell HEK239T to investigate the toxic effects of PBDEs, and discovered that PBDE exposure could affect nucleosome organization. Additionally, BDE-209 has carcinogenic potential effects in HEK293T cells. Interestingly, a previous study showed that BDE-209 exposure can cause mouse sperm DNA damage in a dose dependent manner (Wang et al., 2011b). This finding suggests that PBDEs may exert different toxic effects on different type of cells. Collectively, TH has diverse toxic effects not limited to TH disruption as more studies are undertaken.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Toxic effects of decabromodiphenyl ether (BDE-209) on human embryonic kidney cells
**Source:** Front Genet. 2014 May 6;5:118. doi: 10.3389/fgene.2014.00118
**Supplement:** Figure S1 — Frequency of ambiguous nucleotide (N) at each position of read sequences. RNA-seq reads have an extreme low portion of Ns for all three samples.

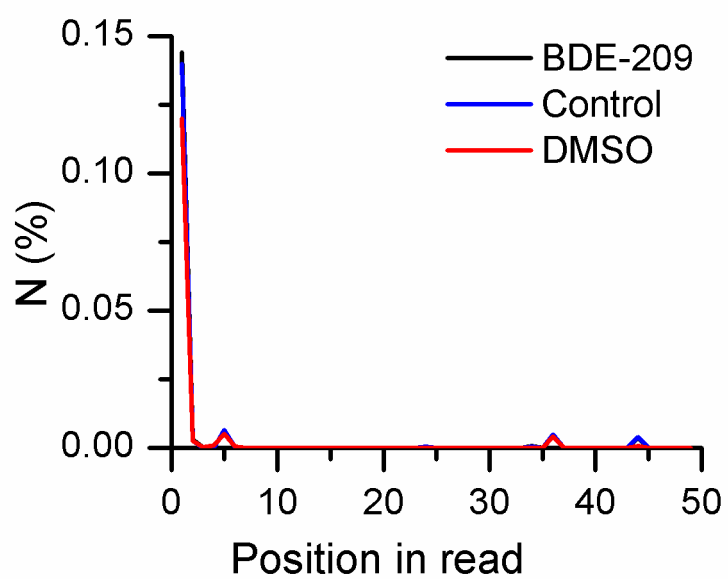

**Figure S1. Frequency of ambiguous nucleotide (N) at each position of read sequences.** RNA-seq reads have an extreme low portion of Ns for all three samples.

# Supplementary material for: Toxic effects of decabromodiphenyl ether (BDE-209) on human embryonic kidney cells
**Source:** Front Genet. 2014 May 6;5:118. doi: 10.3389/fgene.2014.00118
**Supplement:** Figure S1 — Frequency of ambiguous nucleotide (N) at each position of read sequences. RNA-seq reads have an extreme low portion of Ns for all three samples.

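Table S1 lists, for each sample, the reads left after quality filtering (clean reads), those the aligner placed on the genome and those placed at a single position. The last group was kept for the expression values. It numbers 6225628 reads for BDE-209, 6194267 for DMSO and 6457368 for the negative control. Their ratio served as the expected split of reads between samples in the exact binomial tests. The deposited RPKM values themselves are scaled to 4676792, 4782044 and 4843624 reads. A read shared by isoforms of a gene can be counted for more than 1 transcript, and the recovered reads summed over transcripts were 5608499, 5738006 and 5806217.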

**Table S1.** RNA-seq read count of each sample.

|                           | <b>BDE-209</b>     | <b>DMSO</b>       | <b>Control</b>     |
|---------------------------|--------------------|-------------------|--------------------|
| Total clean reads         | 8,242,126          | 8,229,244         | 8,547,485          |
| Mapped reads (%)          | 7,162,673 (86.90%) | 7,127,425 (86.61) | 7,425,293 (86.87%) |
| Uniquely mapped reads (%) | 6,225,628 (75.53%) | 6,194,267 (75.27) | 6,457,368 (75.55%) |

How the deposited data were processed for this re-analysis (not part of the article)

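RNA from HEK293T cells in 3 conditions was sequenced, with 1 sample for each of BDE-209 dissolved in DMSO, DMSO and the negative control, all cultured for 48 h. The authors aligned single-end reads of 49 bases to hg19 with SOAPaligner 2.21, allowing at most 2 mismatches, kept uniquely mapped reads and deposited RPKM values per RefSeq transcript, 1 list for each sample. The deposited RPKM values have 6 significant digits and no zeros, since transcripts without a read are left out of a list. Counting of reads shared by isoforms is not described in the paper. It keeps only uniquely mapped reads for its analysis, but does not describe why the RPKM values are scaled to smaller totals. Sample conditions were taken from the sample labels and the paper's methods.

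From there, absent transcripts were set to 0 RPKM and the lists were joined by transcript identifier, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. The mapped-read total of each sample was recovered as the number that makes the inverse of the RPKM values a whole transcript length where 1 read was counted. A cosine score, which is 1 for whole lengths only, was computed over a range of totals; on the 239 transcripts scanned it peaked at 0.472, against 0.171 at the next best total. Read counts were then taken as the smallest whole numbers that fit all RPKM values of a transcript, with lengths from 49 bases upward, and are lower bounds. Median recovered length was 2635 bases. The scripts were tested on simulated samples with 200 transcripts changed 4-fold. There, 92.03% of transcripts had every read count recovered, and both NOISeq and the exact binomial test called 100% of the changed transcripts. NOISeq also called 531 unchanged transcripts and the exact binomial test 0. The changed transcripts were drawn only from those above a set RPKM, and the exact binomial test was given the true counts. The 100% therefore does not show how many changes would be found at low expression or from recovered counts.

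Differential expression followed the thresholds in the paper, a NOISeq probability of at least 0.6 and a fold change of at least 2. NOISeq was not installed, so its simulation mode was written out again. It drew 5 simulated samples per condition from the RPKM values, each with 20% of the RPKM total and a variation of 2%. Zero was replaced by 0.5, with no normalization beyond RPKM. The simulated values were not scaled back to the full RPKM total. The probability is the share of simulated noise with both a smaller log2 ratio and a smaller difference. With 1 sample per condition, neither this probability nor the exact binomial test covers variation between cultures. The exact binomial test compared the recovered read counts of each pair of samples at the split of uniquely mapped reads in Table S1, with Benjamini-Hochberg adjustment over all transcripts. Intervals of log2 ratios are 95% Clopper-Pearson intervals at the recovered totals, and intervals of shares are Wilson intervals. Log2 ratios of the transcripts named by rule had 0.5 added to each RPKM. Ratios of the flagged non-coding transcripts, and of the transcript past counting noise between BDE-209 and DMSO, were taken from the RPKM values without addition.

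The rule for naming transcripts was to give, for each comparison, the 3 largest increases and 3 largest decreases by log2 ratio among called transcripts and the 5 at each end by RPKM difference, with the histone cluster genes and UBE2C of the paper's Table S2. The flagged non-coding transcripts are named as well. Position of UBE2C was read from the GENCODE 44 annotation lifted to GRCh37. Alternatives covered NOISeq's default rpkm normalization, a probability of at least 0.8, fold change alone, a filter at 1 RPKM, other ways of handling zero, another random seed, a median-of-ratios size factor and the exact binomial test. These, with the sample grouping and the tests, were fixed before the files were opened, while the split of reads from the recovered totals, coverage at the reads of Table S1, doubled read counts and the restriction to protein-coding transcripts were chosen after seeing the data.

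Depth set the precision. The recovered totals were 4676792 reads for BDE-209, 4782044 for DMSO and 4843624 for the negative control, and 1 RPKM on a transcript of 1 kb corresponds to 4.68, 4.78 and 4.84 reads. No table pairing RefSeq identifiers with gene symbols was available, so the histone gene tests and their alternatives, the nucleoporin and ribosomal protein families, and the values of UBE2C could not be computed. GO terms, the KEGG pathway and the cancer modules were not analysed here, because their gene lists were not available.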

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

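No description in the paper's Table S2 names a non-coding RNA. Among the non-coding transcripts, 5 changed at least 2-fold with an adjusted p-value under 0.05 in the exact binomial test in at least 1 comparison, which is what flagged them. The log2 ratios given for them are of the RPKM values with nothing added. NR_002715 had an RPKM of 1211.81 in the negative control, 59.4476 in DMSO and 75.0879 in BDE-209, with log2 ratios over control of -4.349 for DMSO and -4.012 for BDE-209. NR_027260, of the same recovered length of 299 bases, had 1231.84, 48.2574 and 67.2215 RPKM, with log2 ratios of -4.674 and -4.196. NR_003287 had 1938.99, 863.107 and 811.679 RPKM, with log2 ratios of -1.168 for DMSO and -1.256 for BDE-209, and at least 23808 reads in the control. NR_003285 had 79 reads in the control, 35 in DMSO and 32 in BDE-209, with log2 ratios of -1.156 (exact binomial test, adjusted p = 0.0226) and -1.253 (adjusted p = 0.00727). All 4 were lower in both samples with DMSO. NR_026880 went the other way, with 53 reads in BDE-209, 25 in DMSO and 18 in the control, a log2 ratio of 1.609 for BDE-209 over control (exact binomial test, adjusted p = 0.00673). No explanation was tested for NR_026880.

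Several technical explanations were weighed for the 4 transcripts higher in the control. If a few abundant RNAs had taken reads from all others, the rest of the profile would be shifted. The median log2 ratio of DMSO over control was 0.00663 over the 15431 transcripts with at least 10 reads in both samples. The 4 transcripts hold only 0.57% of the control reads and 0.22% of the DMSO reads, however, which could shift the others by a log2 ratio of 0.005, or 0.01 with their counts doubled. The median is of that size, so it does not show whether the 4 RNAs took reads from the others. The possible shift of at most 0.01 is far smaller than the 4 log2 ratios of DMSO over control, from -4.674 to -1.156. These values argue against this explanation for the 4 transcripts. The size of the possible shift was worked out after the median had been seen. If short RNA had been carried over into the control library, short transcripts would be lower in DMSO as a group. Their median log2 ratio was -0.0438 over the 73 transcripts of at most 400 bases with at least 10 control reads, of which 5 were below -1. Lengths are the smallest that fit the values, so longer transcripts can be among the 73. NR_003287, with a recovered length of 2535 bases, is outside the group. The median therefore does not decide whether short RNA was carried over. That prediction was written after some of these values had been seen. The third explanation, a control library prepared differently, was also put down after the result was seen. Among the 4 transcripts, the largest log2 ratio between the BDE-209 and DMSO libraries had a size of 0.478, which an effect of the solvent and a different control library would both give, so these cannot be told apart with 1 library per condition. Either may explain the pattern, carry-over of short RNA is left open, and the pattern is not called biological here. Reads shared between near-identical copies were not tested, since the sequences behind the identifiers were not available.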

How the results depend on the processing

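Another random seed left the numbers of calls unchanged, at 724, 706 and 705 transcripts for BDE-209 against DMSO, DMSO against control and BDE-209 against control. With a median-of-ratios size factor the numbers of calls were nearly the same (720, 708 and 704). They moved, in the same order, to 57, 49 and 63 with NOISeq's default rpkm normalization, which rescales every sample, the simulated ones included, to the same total; to 86, 81 and 95 at a probability of at least 0.8; and to 4538, 4482 and 4536 with fold change alone, which keeps transcripts seen with 1 read. Fold change alone also keeps ratios set by the 0.5 RPKM put in for zero, which can have the wrong sign. Leaving out transcripts under 1 RPKM gave 167, 155 and 179. Zero replaced by 0.1 gave 372, 359 and 353, and 0.5 added to every RPKM gave 322, 290 and 280. The exact binomial test gave 1, 5 and 7. Protein-coding transcripts alone, a choice made after seeing the data, numbered 446, 448 and 442. The size factor moved the directions more than the totals. For DMSO against control, 346 higher and 360 lower became 327 and 381. For BDE-209 against control, 356 higher and 349 lower became 346 and 358. For BDE-209 against DMSO, 402 higher and 322 lower became 396 and 324.

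The share of Set II in the union, 65.8%, was 44.8% with the paper's lists, 72.6% at a probability of at least 0.8, 90.3% with fold change alone and 72.1% with transcripts under 1 RPKM left out. Rank correlations of ratio and difference, in the order above, were 0.7582, 0.7605 and 0.7538 with a pseudocount of 0.1, 0.8556, 0.8623 and 0.8611 with a pseudocount of 1, and 0.8506, 0.8519 and 0.8485 without transcripts under 1 RPKM. The ratio of a transcript with few reads depends on the pseudocount, which reorders the ends of the ratio ranking.

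Without regard to fold change, the transcripts with an adjusted p-value under 0.05 in the exact binomial test fell from 40 to 14, from 188 to 99 and from 130 to 127 when the expected split was taken from the recovered totals in place of Table S1, which lists relatively fewer reads for DMSO. Those that also changed at least 2-fold numbered 1, 4 and 7 at that split, but 144, 176 and 165 with every read count doubled. These alternatives were chosen after seeing the data, and doubling overstates the counts of most transcripts. All 36 alternative log2 ratios of named transcripts stayed within their Clopper-Pearson intervals. Most of these intervals have no bound on 1 side, because a sample had no read, so this hardly tests stability. For NR_003004 in BDE-209 against DMSO, the log2 ratio of 4.428 became 6.695 with a pseudocount of 0.1 and 3.494 with 1. The number of detected transcripts stayed within 1.5 times. The coverage limits rose to 53.5% for BDE-209, 53.3% for DMSO and 53.9% for the control at the read numbers of Table S1, also chosen after seeing the data. The histone gene alternatives were not run for want of gene symbols. Depth limits the calls themselves, since a transcript of 1 kb needs about 4.7 reads to reach 1 RPKM.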

Differences from the paper's values

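For BDE-209 against DMSO, 724 transcripts were called against the paper's 94 genes, 402 higher against the paper's 62 and 322 lower against the paper's 32. For DMSO against control, the values were 706 against the paper's 117, 346 higher against the paper's 72 and 360 lower against the paper's 45. For BDE-209 against control, they were 705 against the paper's 96, 356 higher against the paper's 54 and 349 lower against the paper's 42. Of the alternatives set before the files arrived, a probability of at least 0.8 came within 1.5 times of the paper for the total in all 3 comparisons (86, 81 and 95), for the lower transcripts in all 3 (38, 42 and 51) and for the higher ones in BDE-209 against DMSO (48) and BDE-209 against control (44), but not in DMSO against control (39). NOISeq's default rpkm normalization came within 1.5 times for the lower transcripts only (25, 31 and 33). The filter at 1 RPKM did so for DMSO against control in the total (155) and the higher transcripts (77). None of the other alternatives did. The paper counts genes and the files hold transcripts. The paper's q-values reach at most 0.807608 in Set I, 0.831042 in Set II and 0.770215 in Set III. The nearness in numbers at 0.8 therefore does not show that the same selection was made.

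Transcripts common to all 3 sets numbered 32, against about 1 gene in Figure 3, read by eye. None of the alternatives for which this number was computed came within 1.5 times of the paper's. They were a probability of at least 0.8 (5), the filter at 1 RPKM (6) and fold change alone (446). The shared numbers were 237 for Sets I and II, 241 for Sets I and III and 259 for Sets II and III, against 24, 21 and 20 in the paper's Table S2. A probability of at least 0.8 came within 1.5 times for the first pair (35) and the second (30), but not for the third (39), and fold change alone and the filter at 1 RPKM came near none of them.

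The paper states that most of Set II lies outside the union of Sets I and III, whereas 65.8% of the called transcripts of Set II lay inside it. It gives more up-regulated than down-regulated genes for DMSO against control, whereas the called transcripts were near even, 346 higher and 360 lower. Fold change alone gave 2466 higher and 2016 lower, and was the only setting in the paper's direction.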

Other observations

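How many calls counting noise alone would give was tested by drawing samples from 1 common profile, the pooled reads of all 3 samples, at the recovered totals, so that no transcript differed between conditions. Over 40 draws, an average of 713.2 transcripts (SD 66.4, from 327 to 769) were called for BDE-209 against DMSO, where 724 were observed. For DMSO against control the average was 703.6 (SD 22.7) where 706 were observed, and for BDE-209 against control it was 710.0 (SD 21.2) where 705 were observed. The lowest of the 3 ratios of simulated to observed calls was 0.985. The prediction, written before the simulation, was a ratio of at least 0.9 in every comparison if counting noise were the source. At the recovered counts, counting noise at low read numbers alone therefore gave about as many calls, and a treatment effect is not needed to give them. Single transcripts among them may still respond to treatment.

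The share of Set II in the union was also computed in these draws. It averaged 65.7% (SD 3.4), against 65.8% observed, where a gap of at most 10 percentage points had been predicted. A share of this size thus arises from 3 samples that do not differ, each of which enters a pair of comparisons. With every count and length doubled (below), the share averaged 64.1% (SD 3.0), although counting noise then gave far fewer calls. The share therefore does not tell whether counting noise accounts for the calls.

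The recovered read counts are lower bounds, so the simulation was repeated with every count and length doubled. It then gave on average 312.3, 308.6 and 305.4 calls, and the lowest ratio to the observed numbers was 0.431. If all counts were doubled, counting noise alone could therefore account for less than 0.5 of the calls. Doubling every count is an extreme case, since 92.03% of simulated transcripts had their counts recovered in full. That share is over all simulated transcripts, however. It does not show how often the counts of called transcripts, which have few reads, are too low.

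Both samples with DMSO were lower than the control in several abundant transcripts. NM_006597 had a log2 ratio of -0.3642 for DMSO and -0.3874 for BDE-209 over control, and NM_153201 had -0.3826 and -0.3835. These 2 are named because of their RPKM differences, and larger changes in the same direction were found. The 4 protein-coding transcripts with the smallest exact binomial p-values were the same in both comparisons and had log2 ratios from -0.5442 to -0.3642 for DMSO and from -0.5073 to -0.3835 for BDE-209. Isoforms of 1 gene can share reads, and no gene symbols were available, so these 4 transcripts may not be independent. The non-coding transcript NR_001564 was highest in BDE-209, with log2 ratios of 0.1547 over DMSO (95% Clopper-Pearson interval 0.124 to 0.186) and 0.316 over control (0.284 to 0.348). No replicate gives the variation between cultures for these values, and no biological explanation was tested.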
